A study of Mus musculus with 4 samples.

How the data were processed

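Peripheral blood mononuclear cells of the inbred mouse strains that the labels call BL/6 and SM/J were profiled at 12 and 20 months of age by droplet single-cell RNA sequencing. Per the labels' protocols, blood was drawn by puncture of the heart, mononuclear cells were collected over a density gradient, platelets were reduced by a slow spin, remaining red cells were lysed, and 10x Genomics 3' gene expression libraries were made with multiplexing, in which cells carry lipid-anchored tag oligos. The labels list 4 samples, of which 2 are the gene expression libraries (1 per strain, both ages mixed) and the others are the tag libraries of the same cells. The deposited files divide the cells into 4 matrices by strain and age, called libraries here. A deposited text lists 3 tag oligos for each strain and age. No source used here says whether a tag marks an animal, a pool or an aliquot, so cells with the same leading tag are called an aliquot and were never treated as a biological replicate.

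The deposited matrices hold raw UMI counts per gene and cell, without normalization, written by Cell Ranger 7.0.1 per the file headers. They cover 32285 genes and 12 tag oligos. The genome build, the annotation and the cell calling are not given in the sources used here, so no coordinates are printed. Of the 32285 gene identifiers, 32158 (99.6%) were in the reference gene table used for names, and symbols were taken from the files. Symbols shared by more than 1 identifier (78 identifiers) were kept apart by identifier. The lowest gene count of a deposited cell was 501 UMIs. UMIs are counted molecules, but reads of SM/J mice set against a reference made from another strain can be lost or moved between similar genes, which affects comparisons between strains more than those between ages. In 20 BL/6 and 28 SM/J cells of the 12-month libraries the largest tag count was of an oligo listed for the other age; these cells stayed in the library in which they were deposited and in no aliquot.

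Cells were kept with at least 500 UMIs, at least 200 genes and at most 10% mitochondrial UMIs. Doublets were called per 10x sample with Scrublet as run by scanpy 1.11.5, at an expected rate of 0.06, and called cells were left out (125 cells). Counts were scaled to 10000 per cell and log-transformed. The 2000 variable genes were picked within libraries, without mitochondrial genes, immunoglobulin and T cell receptor segments, Xist and 4 Y-linked genes. Cells were placed by 30 principal components of scaled values clipped at 10, joined to their 15 nearest neighbours and clustered by the Leiden method at resolution 1.0 with seed 0, all libraries together, giving 25 clusters numbered from 0. Software was Python 3.11.15, anndata 0.12.19, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9, scikit-image 0.26.0 and matplotlib 3.10.9, with R 4.3.3 and edgeR 4.0.16 for TMM scaling only.

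Clusters were named from marker lists of 12 cell classes. A marker's level in a cluster was its mean there relative to its highest mean in any cluster. The class with the highest mean level named the cluster if 3 or more of its markers had a level of at least 0.1 in 10% or more of the cells and the mean level was at least 0.2. A cluster stayed unnamed when another class had more markers among its 10 leading genes by fold, taken from genes seen in 25% or more of its cells. This rule replaced, after the clusters had been seen, a rule based on fold over all other cells, which had named cluster 7 plasma cell-like; the earlier rule was kept as an alternative. Cluster 4 stayed unnamed because fewer than 3 markers of its best class were detected, and cluster 19 because a plasma cell gene, Jchain, was among its 10 leading genes while B cell genes had the highest level. Their share in each library is given wherever it bears on a class. Names rest on transcripts alone, and a name ending in -like is not a sorted population.

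Shares were taken of leukocytes, meaning kept cells other than platelet-like and erythroid cell-like ones, with exact Clopper-Pearson 95% intervals, and changes with age in percentage points with Newcombe intervals. For expression, UMIs were summed per library and class and scaled to CPM, with the sum of each class and library as its total. Ratios are log2 of CPM + 1, for 20 over 12 months within a strain or SM/J over BL/6 within an age, with exact Poisson or conditional binomial 95% intervals. Ratios were taken in classes with at least 100 cells in every library. Correlations between strains and median absolute ratios ran across genes with at least 100 UMIs in each contrast and a mean of at least 20 CPM. Named genes also had at least 0.25 times the CPM of the highest other class of 50 or more cells. This last condition limits free RNA, which leaves UMIs of abundant cells in every droplet. It was not applied to the correlations and medians. Intervals of medians and correlations came from 200 Poisson redraws of the counts, centred on the observed value, a choice made after the redraws were seen to be offset by their added noise. All intervals cover counting error only. With 1 library per strain and age there is no replicate, so no p-value, standard error or number of changed genes was made from cells.

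The cell markers, the filters, the tests, the 5 gene lists, the rule for naming genes and the alternatives below, but for those said to be later, were fixed before the data were examined. Named genes passed the filters above, were no marker, mitochondrial, haemoglobin, antigen receptor or sex-linked gene, and had the largest value of the smaller of the 2 absolute log2 ratios. A few single genes met by these rules, and a share of cells read from marker UMIs without clusters, are not reported here. The genes so picked were the 3 rising and the 3 falling with age in both strains, the 2 changing each opposite way, and, in B cell-like and T cell-like cells, the 3 higher and the 3 lower in SM/J at both ages. A list's median log2 ratio was placed as a percentile among 10000 random lists of the same size, drawn for each gene from the 100 genes nearest in mean CPM, among genes with 20 or more UMIs in the class. Where a gene leads a cluster whose share of the class changed the same way, its ratio restates that share in part, and the text says so. To compare shares of cells with a UMI, or genes per cell, each cell was thinned at random to 1000 UMIs, shallower cells being left out. A limit of 3 counts of the total is given for a share of 0, and ratios against 0 UMIs are given as bounds from 3 counts in that library.

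The calculation of ratios, intervals and list percentiles was tested on simulated data drawn from the real class sums, with 200 genes changed by known amounts in each class and strain. Intervals covered the true value for 95.4% to 96.3% of genes, over 3253 to 5535 genes per class. The counts were drawn as Poisson, the error that the intervals assume. The coverage therefore checks the calculation and says nothing of variation between cells or animals. The sign was right for 100% of changed genes. Among the 200 largest ratios were 93.5% (T cell-like, SM/J) to 100% (B cell-like, BL/6) of the changed genes. A raised list reached percentile 100 in each class and strain, and an unchanged list lay at percentiles from 7.67 to 91.4.

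Alternatives were mitochondrial limits of 5% and 20%, a stricter filter of 500 genes and 1000 UMIs, doublets kept, resolutions of 0.5 and 2.0, each strain clustered alone, cells thinned before clustering, other denominators, pseudocounts of 5 and 0.1 CPM, TMM factors, the mean of each cell's CPM, and other expression minimums. Cluster 19 counted as B cell-like, clusters 7 and 18 left out of that class, and the earlier naming rule were added after the data had been seen. A quasi-likelihood test per animal, planned in case the files named animals, was not run.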

Results

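The series, which concerns ageing and genetic background in SM/J mice, compared circulating mononuclear cells of BL/6 and SM/J mice at 12 and 20 months by single-cell RNA sequencing. Each strain and age gave 1 library, and both ages of a strain were run as 1 multiplexed 10x sample. The design therefore asks how cell composition and expression differed between ages within a strain, and whether the strains changed alike. Strain and 10x run cannot be told apart, and no library had a replicate. Differences are described for these libraries with intervals for counting error, beside the spread between the 3 tagged aliquots of each library, which are not known to be separate animals.

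The deposited files held 3551 cells of BL/6 at 12 months, 3272 of BL/6 at 20 months, 2580 of SM/J at 12 months and 2896 of SM/J at 20 months. Their gene counts summed to 18234644, 19466468, 14250603 and 30627356 UMIs, in the same order. Filtering and removal of called doublets left 3398, 3102, 2407 and 2689 cells, or 11596 in all. Doublet calls took 1.19% and 1.34% of the filtered cells of BL/6 at 12 and 20 months and 0.865% and 0.775% of those of SM/J. The median depth of the kept cells was 4060 and 4914 UMIs in BL/6 at 12 and 20 months, and 4729 and 8837 UMIs in SM/J. The deeper SM/J library at 20 months followed its mix of clusters: its median depth was 1.87 times that at 12 months, and 1.04 times when its clusters were weighted by their 12-month shares. In BL/6 the same ratios were 1.21 and 0.958. The median number of genes per cell was 1637.5 and 1864.5 in BL/6 and 1796 and 2593 in SM/J. After each cell was thinned to 1000 UMIs, leaving out 77, 96, 68 and 24 cells, the medians were 592 and 608 genes in BL/6 and 581 and 572 in SM/J. Thinning to 500 UMIs, the 1 alternative for these medians, gave between 334 and 347 genes, lower by construction.

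Sex-linked transcripts were examined because the labels give no sex. Xist was seen in 0 of 3398 cells of BL/6 at 12 months and 0 of 3102 cells at 20 months, which allows shares of cells with a UMI of up to 0.0883% and 0.0967%, and in 1 cell of each SM/J library. A UMI of Ddx3y, Eif2s3y, Kdm5d or Uty was found in 63.3% and 69.0% of cells in BL/6 at 12 and 20 months and in 72.5% and 81.2% in SM/J. In cells thinned to 1000 UMIs the shares were 23.0%, 25.9%, 29.0% and 24.5%. The 4 libraries thus showed the same pattern, Y-linked transcripts in many cells and Xist in at most 1, and no cell class that should lack the Y-linked genes was at hand as a background.

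Clustering gave 25 clusters, of which 2 stayed unnamed. B cell-like cells fell into clusters 0, 1, 2, 3, 7, 12 and 18, T cell-like cells into clusters 10, 11, 13 and 15, classical monocyte-like cells into clusters 5 and 24, and nonclassical monocyte-like cells into clusters 6, 22 and 23. Several classes were held by different clusters in the strains. In BL/6 most B cell-like cells were in clusters 0 and 2 (713 and 867 cells at 12 months, 304 and 359 at 20 months). In SM/J at 12 months cluster 3 held 549 of the B cell-like cells (64.1%), and at 20 months cluster 7, led by Zcwpw1, held 870 (57.4%). Cluster 7 had 15 cells of SM/J at 12 months and 0 cells of either BL/6 library. Classical monocyte-like cells were nearly all in cluster 5 in BL/6 and in cluster 24 in SM/J (129 and 103 cells), and nonclassical monocyte-like cells in cluster 6 in BL/6 and cluster 23 in SM/J. Cluster 22, with 10.0% and 8.02% of the nonclassical monocyte-like cells of SM/J at 12 and 20 months, also had B cell transcripts. Cd79a was seen in 52.7% of its 55 cells and Ms4a1 in 43.6%, beside Lyz2 in 83.6%, so doublets and other mixed droplets are not excluded there. A cluster made up mostly of 1 library may reflect that library and not a cell type. The unnamed cluster 4, led by Prg4, Alox15 and C1qa, held 0.924% and 1.30% of leukocytes in BL/6 at 12 and 20 months and 1.50% and 15.0% in SM/J. The unnamed cluster 19 was led by Fras1, Iglc1 and Lmo7. It held 1 and 0 cells of BL/6 and 18.4% and 4.56% of leukocytes in SM/J at 12 and 20 months. Cd79a was seen in 99.3% of its 550 cells and Ms4a1 in 96.4%. Platelet-like cells (150, 176, 65 and 24 cells) and erythroid cell-like cells (2, 5, 14 and 10 cells) were left out of the leukocytes.

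B cell-like cells made up 61.7% (95% Clopper-Pearson interval 60.0% to 63.4%) of 3246 leukocytes in BL/6 at 12 months and 32.6% (30.9% to 34.3%) of 2921 at 20 months, a change of -29.1 percentage points (-31.5 to -26.7). In SM/J they made up 36.8% (34.8% to 38.8%) of 2328 leukocytes at 12 months and 57.1% (55.2% to 59.0%) of 2655 at 20 months, a change of 20.3 points (17.6 to 23.0). Across the 3 aliquots of a library the share ran from 61.3% to 62.1% and from 27.1% to 36.7% in BL/6, and from 34.2% to 38.1% and from 55.7% to 60.4% in SM/J, so both changes exceeded the spread between aliquots. The change in BL/6 lay between -29.3 and -22.1 points under every alternative run. The change in SM/J depended on how the strain-specific clusters were counted, and cells thinned to 1000 UMIs before clustering moved it most, to -26.3 points. It was also negative with clusters 7 and 18 left out of the class (-14.3) and with each strain clustered alone (-13.3), fell to 6.50 with cluster 19 counted as B cell-like, and was 0.862 at a mitochondrial limit of 5%.

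**Figure D1:**
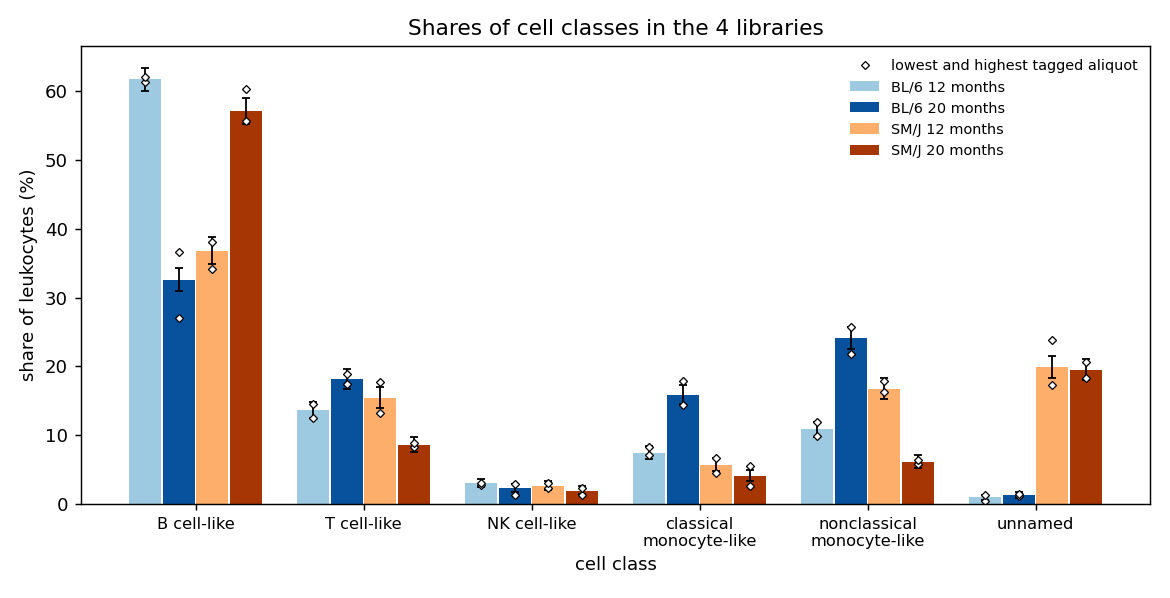
Share of leukocytes (vertical axis, percent) by cell class (horizontal axis) in the 4 libraries, with bars for whole libraries, error bars for exact 95% intervals of counting error, and diamonds for the lowest and highest of the 3 tagged aliquots. The B cell-like share was 61.7% and 32.6% in BL/6 at 12 and 20 months and 36.8% and 57.1% in SM/J.

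T cell-like cells rose from 13.6% to 18.1% of leukocytes in BL/6, by 4.50 points (2.67 to 6.33), and changed from 15.5% to 8.63% in SM/J, by -6.84 points (-8.67 to -5.03). At a mitochondrial limit of 5% the rise in BL/6 was 0.400 points. Classical monocyte-like cells rose from 7.49% to 15.9% in BL/6, by 8.40 points (6.80 to 10.0), and changed from 5.71% to 4.11% in SM/J, by -1.61 points (-2.84 to -0.408). The sign in SM/J turned at mitochondrial limits of 5% (0.409 points) and 20% (12.1 points). The 20% limit kept 2777 cells of SM/J at 20 months, against 2689 in the reported setting. So few added cells cannot make that change, so cells outside the class in the reported setting must have entered it. In the reported setting the aliquots of the SM/J libraries overlapped (4.47% to 6.67% at 12 months and 2.64% to 5.49% at 20 months). Nonclassical monocyte-like cells rose from 10.8% to 24.1% in BL/6, by 13.3 points (11.4 to 15.2), and changed from 16.7% to 6.10% in SM/J, by -10.6 points (-12.4 to -8.85). NK cell-like cells made up 2.99% and 2.26% in BL/6 and 2.58% and 1.96% in SM/J, and their changes of -0.729 points (-1.53 to 0.0771) and -0.619 points (-1.48 to 0.209) were not detectable at this depth. Plasma cell-like cells made up 0.0924% and 1.57% of leukocytes in BL/6 and 0.0859% in SM/J at 12 months, and 0 of 2655 leukocytes in SM/J at 20 months, which allows up to 0.113%.

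Expression was then compared within classes. Medians of the absolute log2 ratio between ages were taken across the genes that met the UMI and CPM minimums. They were 0.12 in BL/6 and 0.41 in SM/J for B cell-like cells (5535 genes) and 0.15 and 0.17 for T cell-like cells (3410 genes). For classical monocyte-like cells they were 0.14 and 0.20 (3253 genes), and for nonclassical monocyte-like cells 0.18 and 0.16 (5271 genes). Leaving clusters 7 and 18 out of the B cell-like class moved these values most, from 0.41 to 0.18 in SM/J. Pairs of aliquots gave the spread within an age, at a lower depth. In B cell-like cells of SM/J the median was 0.082 to 0.18 between aliquots of the same age and 0.41 to 0.45 between ages, and in B cell-like cells of BL/6 the ranges overlapped, at 0.11 to 0.17 and 0.16 to 0.18. In T cell-like cells it was 0.15 to 0.17 within and 0.20 to 0.22 between ages in BL/6, and 0.20 to 0.28 and 0.24 to 0.31 in SM/J, so that the age difference of T cell-like cells in SM/J did not stand clear of the aliquots. In classical monocyte-like cells the ranges were 0.11 to 0.16 and 0.19 to 0.20 in BL/6 and overlapped in SM/J, at 0.23 to 0.30 and 0.26 to 0.34. In nonclassical monocyte-like cells they were 0.13 to 0.20 and 0.22 to 0.25 in BL/6 and overlapped in SM/J, at 0.16 to 0.30 and 0.24 to 0.27. TMM scaling shifted the median of all genes by 0.18 (log2) in B cell-like cells of SM/J and by -0.10 in T cell-like cells of SM/J, and by less than 0.1 elsewhere.

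The age ratios of the strains, which share no library, were compared across genes, which are not independent replicates. Pearson's r was -0.080 in B cell-like cells, -0.13 in T cell-like cells, 0.41 in classical monocyte-like cells and -0.0055 in nonclassical monocyte-like cells. Spearman's rho was -0.11, -0.14, 0.29 and 0.083, and 44.4%, 42.3%, 58.1% and 52.8% of genes changed in the same direction. The classical monocyte-like value moved most, to r = 0.019 at a mitochondrial limit of 20%, and it was 0.033 at resolution 2.0. At the 20% limit the class in SM/J had taken in other cells, as its share shows. In B cell-like cells r was 0.069 at a limit of 5%, the reverse of its sign in the reported setting.

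In B cell-like cells the named genes with a higher level at 20 months in both strains were, as log2 ratios with 95% counting intervals, Tnfrsf8 (ENSMUSG00000028602) at 1.00 (0.57 to 1.42) in BL/6 and 1.22 (0.85 to 1.60) in SM/J and Tubb6 (ENSMUSG00000001473) at 0.88 (0.37 to 1.38) in BL/6 and 1.92 (1.67 to 2.19) in SM/J. The same held for Tppp3 (ENSMUSG00000014846) at 2.57 (2.04 to 3.09) in BL/6 and 0.87 (0.60 to 1.15) in SM/J. Lower at 20 months were Gm47782 (ENSMUSG00000114794) at -3.98 (-4.48 to -3.50) in BL/6 and -3.81 (-4.12 to -3.51) in SM/J, 2610035D17Rik (ENSMUSG00000087259) at -1.22 (-1.40 to -1.05) in BL/6 and -1.48 (-1.81 to -1.15) in SM/J, and Nxpe2 (ENSMUSG00000032028) at -1.03 (-1.36 to -0.72) in BL/6 and -1.25 (-1.76 to -0.72) in SM/J. With clusters 7 and 18 left out of the class, 2610035D17Rik and Nxpe2 rose in SM/J, by 0.87 and 0.21. Gm47782 went from 1156 to 29 UMIs in BL/6 and from 292 to 92 UMIs in SM/J.

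The B cell-like genes that changed in opposite ways were Zcwpw1 (ENSMUSG00000037108) at -1.72 (-2.03 to -1.42) in BL/6 and 3.63 (3.48 to 3.78) in SM/J and Fgl2 (ENSMUSG00000039899) at -1.48 (-2.20 to -0.77) in BL/6 and 3.14 (2.86 to 3.42) in SM/J, which rose in SM/J alone. Those that rose in BL/6 alone were Rapgef4 (ENSMUSG00000049044) at 2.05 (1.93 to 2.16) in BL/6 and -2.25 (-2.56 to -1.94) in SM/J and Camk2b (ENSMUSG00000057897) at 2.67 (2.26 to 3.08) in BL/6 and -1.08 (-1.32 to -0.84) in SM/J. Zcwpw1 leads cluster 7, which held 0 cells of BL/6, so its ratio in SM/J, but not in BL/6, restates the share of that cluster in part. Rapgef4 is among the leading genes of cluster 2, which went from 43.3% to 37.7% of the class in BL/6, where the gene rose, and from 1.52% to 0.330% in SM/J. Zcwpw1 had 373 UMIs in SM/J at 12 months and 24509 at 20 months, and moved most of the named genes, to -0.96 in SM/J with clusters 7 and 18 left out.

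In T cell-like cells the genes higher at 20 months in both strains were Hipk2 (ENSMUSG00000061436) at 0.80 (0.52 to 1.09) in BL/6 and 0.86 (0.49 to 1.23) in SM/J and Pgap1 (ENSMUSG00000073678) at 0.72 (0.42 to 1.04) in BL/6 and 0.94 (0.44 to 1.43) in SM/J. Another was Batf (ENSMUSG00000034266) at 0.84 (0.45 to 1.23) in BL/6 and 0.66 (0.16 to 1.17) in SM/J. Those lower at 20 months were Dpp4 (ENSMUSG00000035000) at -0.95 (-1.32 to -0.57) in BL/6 and -0.93 (-1.55 to -0.34) in SM/J, Ptpn4 (ENSMUSG00000026384) at -0.70 (-0.95 to -0.44) in BL/6 and -0.86 (-1.36 to -0.39) in SM/J, and Trim12a (ENSMUSG00000066258) at -0.74 (-1.02 to -0.46) in BL/6 and -0.59 (-1.18 to -0.016) in SM/J. A fall in BL/6 and a rise in SM/J were seen for Trerf1 (ENSMUSG00000064043) at -1.17 (-1.47 to -0.88) in BL/6 and 1.32 (0.75 to 1.91) in SM/J and Nebl (ENSMUSG00000053702) at -0.87 (-1.20 to -0.55) in BL/6 and 2.08 (1.52 to 2.66) in SM/J. The opposite was seen for N4bp1 (ENSMUSG00000031652) at 1.13 (0.79 to 1.47) in BL/6 and -0.86 (-1.31 to -0.43) in SM/J and Zfp281 (ENSMUSG00000041483) at 1.15 (0.70 to 1.62) in BL/6 and -0.74 (-1.40 to -0.11) in SM/J. Nebl is among the leading genes of cluster 15, whose share rose in both strains, so its ratio restates that share in part in SM/J only. Cluster 15 held 20.1% and 25.3% of T cell-like cells in BL/6 at 12 and 20 months and 20.3% and 41.5% in SM/J. Cluster 11, led by Ccl5 and Cd8b1, held 38.1% and 9.62% in BL/6 and 6.11% and 11.4% in SM/J, and cluster 13, led by Lef1, held 20.1% and 41.7% in BL/6 and 44.4% and 23.1% in SM/J.

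Classical monocyte-like cells numbered 243 and 464 in BL/6 and 133 and 109 in SM/J. The genes higher at 20 months in both strains were Nrg1 (ENSMUSG00000062991) at 2.31 (1.68 to 2.97) in BL/6 and 2.05 (1.49 to 2.64) in SM/J, Clec4e (ENSMUSG00000030142) at 1.03 (0.76 to 1.29) in BL/6 and 1.30 (0.87 to 1.75) in SM/J, and Cd14 (ENSMUSG00000051439) at 1.03 (0.76 to 1.30) in BL/6 and 1.28 (0.93 to 1.64) in SM/J. Among those lower at 20 months were Rtp4 (ENSMUSG00000033355) at -2.05 (-2.54 to -1.57) in BL/6 and -2.43 (-3.17 to -1.74) in SM/J and Oasl2 (ENSMUSG00000029561) at -1.94 (-2.35 to -1.53) in BL/6 and -2.19 (-2.89 to -1.54) in SM/J. A fall in BL/6 and a rise in SM/J were seen for Camk2d (ENSMUSG00000053819) at -0.82 (-0.97 to -0.66) in BL/6 and 0.61 (0.38 to 0.85) in SM/J and Myof (ENSMUSG00000048612) at -0.60 (-0.83 to -0.37) in BL/6 and 0.49 (0.026 to 0.96) in SM/J. Trem3 (ENSMUSG00000041754) at 0.78 (0.40 to 1.18) in BL/6 and -0.97 (-1.57 to -0.40) in SM/J and Svip (ENSMUSG00000074093) at 1.01 (0.62 to 1.41) in BL/6 and -0.70 (-1.15 to -0.26) in SM/J changed in the reverse way. At a mitochondrial limit of 20% Camk2d changed by -0.36 in SM/J, the same direction as in BL/6, in a class that had taken in other cells.

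Between strains, the median absolute log2 ratio was 0.26 at 12 months and 0.63 at 20 months in B cell-like cells and 0.28 and 0.24 in T cell-like cells. These differences hold the 10x run and the reference as well as the strain. In B cell-like cells the genes highest in SM/J relative to BL/6 were Gm10260 (ENSMUSG00000069117) at 7.71 (7.13 to 8.13) at 12 months and 8.10 (7.22 to 8.72) at 20 months, and Gm11361 (ENSMUSG00000113061) at 4.87 (4.53 to 5.23) at 12 months and 6.15 (5.54 to 6.79) at 20 months. With them ranked Stab2 (ENSMUSG00000035459) at 7.39 (6.81 to 7.66) at 12 months and at least 196-fold higher at 20 months, where BL/6 had 0 UMIs and SM/J 2922. The BL/6 values of Gm10260 rest on 5 and 3 UMIs, and Gm10260 and Gm11361 are predicted genes whose counts could be shared with near-identical copies. Lowest in SM/J were Agbl1 (ENSMUSG00000025754) at -3.92 (-4.28 to -3.58) at 12 months and -8.24 (-8.53 to -7.86) at 20 months, Apobec3 (ENSMUSG00000009585) at -4.30 (-4.67 to -3.95) at 12 months and -3.77 (-3.91 to -3.62) at 20 months, and Mndal (ENSMUSG00000090272) at -3.47 (-3.77 to -3.19) at 12 months and -4.44 (-4.63 to -4.26) at 20 months. Agbl1 leads cluster 12, which held 5.89% of the class in BL/6 and 7.58% in SM/J at 12 months and 15.0% and 0.593% at 20 months, so only its ratio at 20 months restates that share in part.

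In T cell-like cells Gm10260 was higher in SM/J by 8.20 (6.98 to 8.67) at 12 months and 8.06 (6.96 to 8.46) at 20 months, on 1 UMI in each BL/6 library. Stab2 was at least 152-fold higher at 12 months, where BL/6 had 0 UMIs and SM/J 316, and differed by 6.87 (5.82 to 7.50) at 20 months, on 2 UMIs in BL/6. The remaining gene higher in SM/J was Spata7 (ENSMUSG00000021007) at 6.96 (5.73 to 7.44) at 12 months and 6.39 (5.45 to 7.18) at 20 months, on 1 and 4 UMIs in BL/6. Lower in SM/J were Prss12 (ENSMUSG00000027978) at -4.71 (-5.36 to -3.25) at 12 months and -3.59 (-4.91 to -2.27) at 20 months, on 1 and 3 UMIs in SM/J. Also lower were Arhgap31 (ENSMUSG00000022799) at -4.77 (-5.76 to -3.82) at 12 months and -2.81 (-3.80 to -1.93) at 20 months, and Ifi206 (ENSMUSG00000037849) at -2.74 (-3.50 to -2.03) at 12 months and -3.95 (-5.22 to -2.76) at 20 months. Gm10260 and Stab2 were thus named in both classes.

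The fixed gene lists were read in the classes set for them, as median log2 age ratios with intervals for counting error and the percentile among matched random lists. In T cell-like cells the 14 age-associated T cell genes, such as Gzmk, Pdcd1 and S100a4, changed by -0.55 (-0.73 to -0.33) in BL/6, at percentile 0, and by 0.62 (0.43 to 0.86) in SM/J, at percentile 100. The 10 naive T cell genes, such as Ccr7 and Lef1, changed by 0.58 (0.52 to 0.69) in BL/6, at percentile 100, and by -0.40 (-0.51 to -0.25) in SM/J, at percentile 0. Members of both lists lead T cell-like clusters (Ccl5 and Nkg7 cluster 11, Lef1, Dapl1, Tcf7 and Igfbp4 cluster 13), so the medians restate the shares of those clusters in part. S100a4 was at 417 and 191 CPM in BL/6 and 171 and 488 CPM in SM/J at 12 and 20 months, and Ccr7 at 106 and 228 CPM in BL/6 and 259.6 and 189 CPM in SM/J. Under the 14 alternatives run, the age-associated median stayed between -0.69 and -0.44 in BL/6 and between 0.52 and 0.80 in SM/J.

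In B cell-like cells 10 of the 11 age-associated B cell genes could be read. Their median was 0.14 (0.047 to 0.23) in BL/6, at percentile 91.8, and 0.70 (0.57 to 0.82) in SM/J, at percentile 99.9, where Zbtb32 and Fcrl5 are among the leading genes of cluster 1, which held 21.8% and 22.1% of the class at 12 and 20 months. Of the list results, the value in SM/J moved most, to -0.044 at resolution 0.5, and it was -0.027 with at least 500 genes and 1000 UMIs per cell. The 14 inflammatory response genes, read in classical monocyte-like cells, had a median of 0.41 (0.22 to 0.58) in BL/6, at percentile 100, and of -0.18 (-0.47 to 0.11) in SM/J, at percentile 5.63, where the mean of 0.054 differed in sign. Il1b went from 95.4 to 217 CPM in BL/6 and from 102 to 133 CPM in SM/J. Its log2 ratio in SM/J, 0.37 (-0.019 to 0.77), was not distinct from 0. Cxcl2 went from 15.7 to 90.8 CPM in BL/6 and from 278 to 533 CPM in SM/J. It thus rose in SM/J too, by 0.94 (0.72 to 1.16), while the interval of the list median there held 0.

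The interferon response list showed its largest change in classical monocyte-like cells. All 12 genes were lower at 20 months in both strains, with medians of -2.26 (-2.49 to -2.03) in BL/6 and -1.87 (-2.16 to -1.63) in SM/J, both at percentile 0. Ifit1 had 0 UMIs in SM/J at 20 months, and setting it to 3 counts there left the median at -1.87. In T cell-like cells the median of 11 genes was 0.10 (-0.12 to 0.26) in BL/6, at percentile 95.1, and -0.73 (-1.18 to -0.51) in SM/J, at percentile 0.01. In B cell-like cells it was -0.12 (-0.34 to 0.14), at percentile 4.18, and -0.49 (-0.90 to -0.26), at percentile 4.62. Under the 11 alternatives that could be run, the classical monocyte-like median stayed between -2.29 and -1.75 in BL/6 and between -2.27 and -1.71 in SM/J.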

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

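The tests of aliquots on the B cell-like share, of shares without the B cell-like and unnamed cells, of clone number, separate animals and paired segments, and of the same cluster weights on the named genes of B cell-like and T cell-like cells were chosen only after the results they measure had been seen; the remaining tests of this part were not.

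The B cell-like share changed by -29.1 percentage points with age in BL/6 and by 20.3 points in SM/J, opposite directions in the strains; the difference between the strains was not tested, since each change rests on 1 library per age. Tables argue against 1 tagged aliquot having set it: 18 of 18 pairs of aliquots across ages changed in the direction of their whole libraries. The rise in SM/J turned to -26.3 points when cells were thinned to 1000 UMIs before clustering, so depth and the naming of clusters 7, 18 and 19 may account for it. Cd79a was seen in 99.8% of cluster 7 cells and in 99.3% of those of cluster 19, which was left out of the class. Counting cluster 19 as B cell-like gave a change of 6.50 points, so the size of the rise depended on naming. What stays open is whether the animals sampled, the preparation of each blood pool or age itself made the difference, and no table here separates these.

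The T cell-like share changed by 4.50 points in BL/6 and by -6.84 points in SM/J, the classical monocyte-like share by 8.40 and -1.61 points, and the nonclassical monocyte-like share by 13.3 and -10.6 points; in each case the difference between the strains was not tested. Shares sum to 100%, so a change in B cell-like and unnamed cells alone could move the other classes. Among the named leukocytes other than B cell-like cells, the T cell-like share changed by 1.28 points (-3.50 to 6.12) in SM/J and by -9.13 points in BL/6, so the pattern reported for T cell-like cells was not found there. The classical monocyte-like share changed by 4.41 points (0.837 to 8.16) in SM/J and by 3.96 points in BL/6, the same direction in both strains. The opposite directions of both patterns may therefore follow from the B cell-like and unnamed cells. Those cells alone would leave no change among the rest. The intervals in BL/6 excluded 0, at -12.5 to -5.78 for T cell-like and 0.971 to 6.88 for classical monocyte-like cells. The other classes thus changed relative to each other as well. The nonclassical monocyte-like share still changed in opposite directions, by -12.4 points (-16.9 to -7.76) in SM/J and by 7.44 points in BL/6. This argues against the B cell-like and unnamed cells as the cause of the opposite directions in this class. Cluster 22, which held B cell transcripts as well, was a small part of it, at 1.68% and 0.490% of leukocytes in SM/J at 12 and 20 months. A difference between animals or preparations remains open for the class.

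The age-associated T cell list changed by -0.55 (log2) in BL/6 and 0.62 in SM/J, and the naive T cell list by 0.58 and -0.40, opposite directions whose difference was not tested. Of 36 aliquot pairs, 35 had the sign of the whole libraries, and 1 age-associated pair in SM/J did not, at -0.039. The pairs therefore did not all argue against 1 aliquot having set the changes. Leaving out any aliquot in turn kept the signs, which does argue against it. Age-associated medians then ran from -0.61 to -0.38 in BL/6 and from 0.58 to 0.79 in SM/J. Naive medians ran from 0.49 to 0.66 in BL/6 and from -0.40 to -0.31 in SM/J. A different mix of T cell-like clusters at the 2 ages is a candidate explanation: with the weights of clusters 10, 11, 13 and 15 held the same in every library the medians kept at most 19.8% of their size, and at least -7.36%. The clusters were built partly from the same genes, and changes within clusters were not all small. The age-associated medians in clusters 11 and 15 were -0.73 and 0.15 in BL/6 and -0.49 and 0.34 in SM/J. In clusters 10 and 13 they were -0.023 and 0 in BL/6 and -0.17 and 0 in SM/J. Naive medians in clusters 11 and 15 were 0.38 and 0.43 in BL/6 and 0.26 and 0.17 in SM/J. The mix therefore need not be the whole cause. In BL/6 these naive values and the age-associated value of cluster 11 had the sign of the class, and the age-associated value of cluster 15 did not. In SM/J the age-associated value of cluster 15 had the sign of the class, and that of cluster 11 and these naive values did not. For free RNA of other cells, 1 of 4 medians in B cell-like cells had the sign and size of that in T cell-like cells (naive list in SM/J, -1.15). These B cell-like medians decide nothing, since B cells express members of the lists themselves. Both ages of a strain shared a 10x run and its free RNA, so that RNA could not by itself have differed with age. This design, rather than the medians, argues against free RNA as the cause. A change in the make-up of blood T cells with age, in opposite ways in the strains, stays open and untested.

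The named B cell-like genes with opposite changes were Zcwpw1 (-1.72 in BL/6 and 3.63 in SM/J), Fgl2 (-1.48 and 3.14), Rapgef4 (2.05 and -2.25) and Camk2b (2.67 and -1.08). The differences between strains were not tested. With each cluster given the same weight at both ages, over clusters of 10 or more cells at both (clusters 0, 1, 2, 3 and 12 in BL/6 and 0, 1, 3 and 7 in SM/J), 4 of 4 ratios in BL/6 kept their sign and most of their size, which argues against a changed mix of clusters there. In SM/J 0 of 4 ratios did so (Zcwpw1 0.58, Fgl2 1.28, Rapgef4 0.23 and Camk2b -0.50), so a different mix of clusters at the 2 ages may explain the SM/J side. There cluster 7 went from 15 to 870 cells, and its 12-month side in this test rests on those 15 cells; clusters 2, 12 and 18 were left out.

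The named T cell-like genes with opposite changes were Trerf1 (-1.17 in BL/6 and 1.32 in SM/J), Nebl (-0.87 and 2.08), N4bp1 (1.13 and -0.86) and Zfp281 (1.15 and -0.74), and the differences between strains were not tested. For Trerf1, N4bp1 and Zfp281, 6 of 6 ratios kept their sign and most of their size with the same cluster weights. They were -0.77 in BL/6 and 0.76 in SM/J for Trerf1, 1.26 and -0.72 for N4bp1, and 0.72 and -0.42 for Zfp281. This argues against a changed mix of clusters as the whole cause, but the mix may explain part of the ratios of Trerf1 and Zfp281. Cluster 11 rests on 22 and 26 cells in SM/J at 12 and 20 months. For Nebl, 1 of 2 ratios kept its sign and most of its size (-0.43 in BL/6 and 1.06 in SM/J). The cluster mix and a change within clusters cannot be told apart for this gene. These genes were picked for opposite changes among 3410 genes, which favours counting noise, and age as a cause stays untested.

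The named classical monocyte-like genes with opposite changes were Camk2d (-0.82 in BL/6 and 0.61 in SM/J), Myof (-0.60 and 0.49), Trem3 (0.78 and -0.97) and Svip (1.01 and -0.70), again without a test of the difference. With the same cluster weights 8 of 8 ratios kept their sign and most of their size, but only 1 cluster per strain had 10 or more cells at both ages, so no weights were changed, and a changed mix of cells cannot be told apart from a change within cells.

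Cluster 4, left unnamed, held 15.0% of leukocytes in SM/J at 20 months, a signal outside the named classes, against 0.924% to 1.50% in the other libraries. It was led by Prg4, Alox15, C1qa, Fcna and C4b. A candidate source is macrophages of a body cavity, since the blood was drawn through the chest: of 11 genes listed for such cells before the test, 10 had their highest CPM of the 25 clusters in cluster 4 at 20 or more UMIs (F5 was highest in the platelet-like cluster 9). Timd4 was at 455 CPM and Gata6 at 76.5 CPM there, against 0.926 and 0.463 CPM in classical monocyte-like cells. Adgre1 and Icam2 are also expressed by other blood cells. Of 7 mesothelial genes listed at the same time, 0 were highest in cluster 4. Droplets with a monocyte and a B cell are argued against by Cd79a, whose CPM in cluster 4 was 1.68% of that in B cell-like cells. That the cavity itself held more of these cells, or that the puncture differed, stays open. The cells of cluster 4 by themselves lower the other shares of that library. Whether cells of other classes, such as B cell-like cells, came with them was not tested, so the direction for those shares is not known.

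Cluster 19, left unnamed, held 18.4% of leukocytes in SM/J at 12 months, and the 3 leading light chain V segments took 43.1% of light chain V UMIs in SM/J at 12 months and 66.1% at 20 months, against 20.4% and 24.04% in BL/6. The V segments were left out of the clustering and of the comparisons of expression. In cluster 7 Igkv14-126, Igkv17-127 and Igkv17-121 took 34.5%, 24.9% and 16.02% of 5299 light chain V UMIs. In cluster 19 of SM/J at 12 months Iglv2 took 56.7% and Igkv2-109 20.3% of 374 UMIs. In the other B cell-like cells the leading 3 segments took 20.0% and 24.1% in BL/6 and 25.5% and 28.7% in SM/J.

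Free immunoglobulin RNA is argued against for cluster 7: the 3 segments were seen in 0 of 229 thinned T cell-like cells of the same library, which allows up to 1.31%, and in 22.3% of thinned cluster 7 cells (0.873% and 83.0% without thinning, at median depths of 3994 and 12537.5 UMIs). In nonclassical monocyte-like cells of that library they were seen in 1 of 161 thinned cells (0.621%, up to 3.41%) and in 1.85% without thinning. Mapping of many segments to 1 segment by the reference is argued against too, since the 3 segments took 4.69% (3.09% to 6.80%) of light chain V UMIs in the other B cell-like cells of SM/J at 20 months and 9.52% at 12 months. Expansion of 1 clone would put the segments in the same cells. Of 581 cells with 2 or more UMIs of any of them, 1.03% carried more than 1 of them, which argues against it. The same heavy segment led in 71 of 133 cells with 3 or more heavy chain V UMIs (53.4%, 44.5% to 62.1%). If 1 clone filled the cluster, nearly all cells would share a heavy segment, and this value falls short of that. By itself it does not exclude 1 clone beside other cells. If the 3 tagged aliquots were 3 animals with a clone each, the segments would separate by aliquot; the share of cluster 7 cells with 2 or more UMIs of a segment ran over the aliquots from 34.1% to 36.1% for Igkv14-126, from 19.8% to 27.4% for Igkv17-127 and from 7.04% to 11.1% for Igkv17-121. Among the heavy chain segments Ighv1-66 varied most, from 3.64% to 8.05%, and each segment was seen in every aliquot. Expansion of several B cell clones in cluster 7 remains a candidate explanation. Each light segment had its own heavy segment in 98.5% of 199 pairs seen in 1 cell: Igkv14-126 with Ighv11-2 in 38 cells, Igkv17-127 with Ighv2-5 in 109 and Igkv17-121 with Ighv1-66 in 49. Igkv14-126 and Ighv11-2 were also among the 3 leading segments of their chain in B cell-like cells of BL/6 at 12 months, with 6.93% of light and 4.53% of heavy chain V UMIs, close to the next segments (6.77% for Igkv1-117 and 4.53% for Ighv1-82), and that library had 0 cells in cluster 7. Receptor sequences were not analysed here, so recurrent segment choice without clonal descent stays open, as does whether the clones came from 1 animal of a pool. In cluster 19 of SM/J at 12 months the share of cells with 2 or more UMIs of Iglv2 ran from 6.21% to 7.75% over the aliquots. The other tests were not run on cluster 19, and for it no biological explanation was tested.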

How the results depend on the processing

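Cluster 19 counted as B cell-like, clusters 7 and 18 left out of that class, and clusters named by fold were chosen only after the data had been seen; the other alternatives were planned. Values without a test are compared with their 95% counting interval. In the following, B, T, NK and monocyte cells stand for the classes ending in -like, an age median is the median absolute log2 ratio between ages, a strain median the same between strains, and r is Pearson's correlation of the age ratios of the strains.

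Of the values that answer a comparison, 409 stayed within their counting interval under an alternative, 131 left it without counting as reversed, and 9 reversed. A value whose interval held 0 had no sign to reverse, and was counted among the 131 if it left the interval. Of the other values, mostly single genes, the numbers were 1256, 231 and 11. The changes of the B share in BL/6 (-29.3 to -22.1 points), of the T share in SM/J (-7.21 to -5.38) and of the nonclassical monocyte share in BL/6 (12.4 to 13.8) and SM/J (-12.8 to -9.24) kept their direction in every alternative run. So did the age-associated T cell list (-0.69 to -0.44 in BL/6, 0.52 to 0.80 in SM/J), the naive T cell list (0.57 to 0.75 and -0.55 to -0.37) and the interferon response list in classical monocyte cells (-2.29 to -1.75 and -2.27 to -1.71). All kept cells as the denominator, or neutrophil-like cells left out as well, moved no share change out of its interval. Where a value below left its interval or reversed, the cause was not tested unless a cause is named.

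With at most 5% mitochondrial UMIs, the share change was -22.1 points in B cells of BL/6, 0.862 points in B cells of SM/J, 0.400 points in T cells of BL/6, -1.65 points in NK cells of BL/6, 0.293 points in NK cells of SM/J, 6.78 points in classical monocyte cells of BL/6, 0.409 points in classical monocyte cells of SM/J (reversed) and -12.8 points in nonclassical monocyte cells of SM/J. Age medians were 0.14 in BL/6 and 0.37 in SM/J for B cells and 0.20 in BL/6 and 0.19 in SM/J for T cells. Strain medians were 0.30 at 12 months and 0.58 at 20 months for B cells and 0.30 at 12 months and 0.27 at 20 months for T cells. R was 0.069 (reversed) in B cells, -0.24 in T cells and 0.099 in nonclassical monocyte cells. Spearman's rho was 0.057 (reversed) in B cells. List medians were 0.52 for the age-associated B cell list in B cells of BL/6, 0.54 for the age-associated B cell list in B cells of SM/J, 0.75 for the naive T cell list in T cells of BL/6 and -0.55 for the naive T cell list in T cells of SM/J. With at most 20% mitochondrial UMIs, the share change was 12.1 points in classical monocyte cells of SM/J (reversed). The cells added by this limit were too few for that, so the class had taken in other cells. Its expression values at this limit rest on that changed class. Age medians were 0.39 in SM/J for B cells and 0.16 in BL/6 and 0.35 in SM/J for classical monocyte cells. Strain medians were 0.61 at 20 months for B cells and 0.27 at 12 months for T cells. The correlation r was 0.019 in classical monocyte cells and -0.043 in nonclassical monocyte cells. List medians were -2.27 for the interferon response list in classical monocyte cells of SM/J. Gene ratios reversed to -0.36 for Camk2d in classical monocyte cells of SM/J. In cells with at least 500 genes and 1000 UMIs, the share change was 5.59 points in B cells of SM/J. Age medians were 0.33 in SM/J for B cells and 0.16 in BL/6 for T cells. Strain medians were 0.32 at 12 months and 0.61 at 20 months for B cells and 0.25 at 20 months for T cells. Between strains, r was -0.19 in T cells. List medians were -0.027 (reversed) for the age-associated B cell list in B cells of SM/J.

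With called doublets kept, age medians were 0.17 in BL/6 for T cells and 0.16 in SM/J for nonclassical monocyte cells. Strain medians were 0.25 at 20 months for T cells. R was -0.12 in B cells, -0.19 in T cells and -0.052 in nonclassical monocyte cells. At resolution 0.5, the share change was 6.45 points in B cells of SM/J. Age medians were 0.33 in SM/J for B cells. Strain medians were 0.32 at 12 months and 0.61 at 20 months for B cells. List medians were -0.044 (reversed) for the age-associated B cell list in B cells of SM/J and -0.12 for the interferon response list in B cells of SM/J. At resolution 2.0, the share change was -0.223 points in classical monocyte cells of SM/J. Age medians were 0.40 in SM/J for B cells, 0.16 in BL/6 for T cells, 0.15 in BL/6 and 0.22 in SM/J for classical monocyte cells. Strain medians were 0.62 at 20 months for B cells and 0.25 at 20 months for T cells. The correlation r was -0.19 in T cells, 0.033 in classical monocyte cells and 0.10 in nonclassical monocyte cells. With each strain clustered alone, the share change was -13.3 points in B cells of SM/J (reversed). Age medians were 0.19 in SM/J for B cells and 0.16 in BL/6 for T cells. Strain medians were 0.24 at 12 months and 0.39 at 20 months for B cells. Between strains, r was -0.12 in B cells and 0.35 in classical monocyte cells. List medians were 0.38 for the age-associated B cell list in B cells of SM/J. Gene ratios reversed to 0.85 for 2610035D17Rik in B cells of SM/J, 0.26 for Nxpe2 in B cells of SM/J and -0.85 for Zcwpw1 in B cells of SM/J.

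With a pseudocount of 5 CPM, age medians were 0.11 in BL/6 and 0.38 in SM/J for B cells, 0.14 in BL/6 and 0.17 in SM/J for T cells, 0.14 in BL/6 for classical monocyte cells, 0.17 in BL/6 and 0.15 in SM/J for nonclassical monocyte cells. Strain medians were 0.24 at 12 months and 0.58 at 20 months for B cells and 0.26 at 12 months and 0.22 at 20 months for T cells. List medians were -1.75 for the interferon response list in classical monocyte cells of BL/6. With a pseudocount of 0.1 CPM, strain medians were 0.27 at 12 months and 0.65 at 20 months for B cells. A larger pseudocount shrinks every ratio by construction, most in genes of low CPM. Under TMM factors, age medians were 0.12 in BL/6 and 0.40 in SM/J for B cells. Strain medians were 0.25 at 12 months and 0.59 at 20 months for B cells and 0.25 at 12 months for T cells. List medians were 0.88 for the age-associated B cell list in B cells of SM/J. By the mean of each cell's CPM, age medians were 0.37 in SM/J for B cells, 0.17 in BL/6 and 0.19 in SM/J for T cells, 0.19 in BL/6 and 0.18 in SM/J for nonclassical monocyte cells. Strain medians were 0.56 at 20 months for B cells and 0.31 at 12 months and 0.25 at 20 months for T cells. R was -0.10 in T cells, 0.37 in classical monocyte cells and 0.018 in nonclassical monocyte cells. List medians were 0.24 for the age-associated B cell list in B cells of BL/6, -0.91 for the interferon response list in B cells of SM/J and 0.72 for the naive T cell list in T cells of BL/6.

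Over genes with at least 20 UMIs per contrast and no CPM minimum, the correlation r was -0.034 in B cells, -0.098 in T cells, 0.29 in classical monocyte cells and 0.015 in nonclassical monocyte cells. Over genes of at least 100 CPM, between strains, r was -0.22 in B cells, 0.44 in classical monocyte cells and -0.11 in nonclassical monocyte cells. These settings change which genes enter, by construction.

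With cluster 19 counted as B cell-like, the share change was 6.50 points in B cells of SM/J. Age medians were 0.33 in SM/J for B cells. Strain medians were 0.32 at 12 months and 0.61 at 20 months for B cells. List medians were 0.011 for the age-associated B cell list in B cells of SM/J and -0.12 for the interferon response list in B cells of SM/J. With clusters 7 and 18 left out of the B cell-like class, the share change was -14.3 points in B cells of SM/J (reversed). Age medians were 0.18 in SM/J for B cells. Strain medians were 0.24 at 12 months and 0.39 at 20 months for B cells. R was -0.096 in B cells. List medians were 0.39 for the age-associated B cell list in B cells of SM/J. Gene ratios reversed to 0.87 for 2610035D17Rik in B cells of SM/J, 0.21 for Nxpe2 in B cells of SM/J and -0.96 for Zcwpw1 in B cells of SM/J. Naming clusters by fold gave the same values as leaving out clusters 7 and 18, because it named both otherwise than B cell-like. These changes follow from which cells enter the class.

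Depth limits several readings. Cells thinned to 1000 UMIs before clustering gave a B share change of -26.3 points in SM/J (reversed). In thinned cells a Y-linked UMI was seen in 23.0% and 25.9% of cells in BL/6 and in 29.0% and 24.5% in SM/J at 12 and 20 months, and Xist in 0 cells of either SM/J library; fewer UMIs per cell lower such shares by construction. Thinning to 500 UMIs gave medians of 340 and 347 genes per cell in BL/6 and 338 and 334 in SM/J, likewise by construction. Expression of classical monocyte cells could not be compared at a mitochondrial limit of 5%, with 500 genes and 1000 UMIs, or at resolution 0.5, because a library then held fewer than 100 cells of the class. Genes with few UMIs, such as Gm10260 and Stab2 in BL/6, have ratios that are bounds or have wide intervals.

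The alternatives planned for a test per animal (DESeq2, no filter on low counts, leaving out each animal) were not run, because the files name no animals. With 1 library per strain and age, none was left out. No paired analysis was possible because the values come from no test and the deposited files give 1 matrix per strain and age.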

Other observations

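Of the tests in this part, the one on free RNA was chosen only after the interferon medians of the classes had been seen; the one on aliquots was not.

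The interferon response list was lower at 20 months in classical monocyte-like cells of both strains, which was the largest list change in these libraries. Against 1 tagged aliquot having set it, 18 of 18 aliquot pairs had a lower median at 20 months. The lowest median among the other classes was -1.25 (nonclassical monocyte-like, BL/6), and the others were -0.94 in nonclassical monocyte-like cells of SM/J, -0.12 and -0.49 in B cell-like cells and 0.10 and -0.73 in T cell-like cells of BL/6 and SM/J. These were meant as a test of free RNA with a lower interferon content at 20 months. Both ages of a strain shared a 10x run and its free RNA, which therefore could not have a lower content at 20 months alone. This design argues against free RNA as the cause, and the medians of the other classes decide nothing further. A lower interferon signal in blood monocytes at 20 months, or a raised one at 12 months from an exposure shared by the younger mice, is a candidate explanation and no more than a hypothesis. With 1 library per strain and age, age and the housing or handling of each group cannot be separated.

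Interferon-inducible members of the Ifi200 family also stood among the strain differences named by the fixed rule. Mndal in B cell-like cells and Ifi206 in T cell-like cells were lower in SM/J at both ages, with log2 ratios of -3.47 and -4.44 for Mndal and of -2.74 and -3.95 for Ifi206 at 12 and 20 months, while Ifi202b was among the leading genes of cluster 24, the SM/J classical monocyte-like cluster. Apobec3 was lower in SM/J B cell-like cells by a similar size (-4.30 and -3.77). The counts come from similar genes that differ between inbred strains, and whether reads of SM/J were lost against the reference was not tested, so no biological explanation was tested either.

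Cluster 18, led by the proliferation genes Pclaf, Mki67 and Top2a, held 68 cells of SM/J at 20 months and 2, 1 and 1 cells of the other libraries, at a median depth of 27696 UMIs. Its leading light chain V segments were those of cluster 7: Igkv17-121, Igkv14-126 and Igkv17-127 took 46.5%, 21.04% and 9.87% of 770 light chain V UMIs. At such depths doublets were weighed; Scrublet left these cells in, and no biological explanation was tested.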
